A study of Mus musculus with 6 samples. Its data were reported in "DICER1 hotspot mutation induces 3p microRNA gain of function via Argonaute strand switch" (2025).

How the data were processed

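AGO2 CLASH libraries were made by the authors from P19 mouse embryonic carcinoma cells, with 3 biological replicates of WT cells and 3 of HM cells. Cells were irradiated with UV light, the lysate was treated with RNase, AGO2 was immunoprecipitated, and the miRNA and the mRNA fragment held by the same AGO2 were ligated to each other before sequencing. To name the miRNA in a hybrid, the authors ran QuagmiR. The target piece they aligned with Bowtie2, against 3′ UTRs of coding genes only. They then kept only hybrids whose miRNA and gene TargetScan predicts to interact. The versions of QuagmiR and Bowtie2, the genome build, the collapsing of PCR duplicates and the handling of fragments that map to more than 1 gene were not stated. Mapping to 3′ UTRs leaves fragments from elsewhere out of every count, and the filter on predicted interactions favours miRNAs with many predicted sites. Without a stated treatment of duplicates, reads may not be independent molecules.

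The deposited table gives, for each distinct hybrid sequence of a library, its read count as the authors left it, with no scaling. It held 15159 entries with 15680 reads, of which 14826 entries (97.8%) had 1 read and the largest had 16. Target fragments ranged from 20 to 66 nt with a median of 24 nt, the miRNA part had a median of 22 nt, and 423 entries contained an undetermined base. Library totals were 1929, 2331 and 1621 reads in WT libraries 1 to 3 and 1661, 5341 and 2797 in HM libraries 1 to 3. A count of 0 allows up to 3 reads, which is between 0.0587% and 0.428% of the 3p hybrids of a library. Genotype and replicate were taken from the titles of the samples.

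The arm of a miRNA was read from its name, and 8 miRNAs (84 reads) without an arm were left out of the shares. Guide and passenger classes were those of the study, made from small RNA sequencing of other libraries; 68 guide and 75 passenger 3p-miRNAs were listed, and 48 and 50 of them had a hybrid. The names came from a table of the study that lists fewer strands than the full sets it counted, above all fewer passengers, and no 3p read of the chromosome 12 cluster has a class in it. The 69 3p-miRNAs counted here as without a class may therefore include strands that the study classed as passengers. For this reason an alternative counted all of them as passengers, chosen after seeing the data. The classes come from the same study and are not independent of it. The imprinted cluster was a list of 59 hairpin names written from general knowledge. Target names were compared with the reference table of mouse genes (assembly GRCm38.p6), in which 3081 of 3200 matched, 2909 as a symbol and 172 as a synonym. Of the 119 others, 9 were in date form, as a spreadsheet writes some symbols, with 48 reads. Target names were used as deposited. The build that the authors mapped to was not stated, and no coordinates are given.

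Shares and numbers of distinct targets were computed per library, given as mean ± SD over 3 libraries, and compared by a two-sided exact permutation test of the difference in means, whose smallest p is 0.1 with 3 against 3 libraries. Numbers of distinct targets were means of 100 seeded draws without replacement. Hybrid reads were summed per miRNA, per target gene and per miRNA-target pair, and features with at least 10 reads in total were tested with the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3) and Benjamini-Hochberg adjustment at 0.05. The library size was the total of 3p hybrids for miRNAs and pairs and the total of all hybrids for genes, with no further scaling. The quasi-likelihood test gives no standard error. The SE printed with an edgeR log2 fold change is its absolute value divided by the square root of the F statistic, an approximation. Passenger and guide 3p-miRNAs were compared by the difference between their median log2 fold changes. Beside it, camera from limma 3.58.1 (preset correlation 0.01) set passengers against all other tested 3p-miRNAs, with or without a class. The rotation test fry, also from limma, asked only whether passengers changed. Where every library of a genotype had at most 3 reads of a feature, the fold change was computed against 3 reads and given as a lower bound. Replicate libraries were compared by a chi-square test with simulated p over miRNAs and by the whole sequences they share. Shares, draws and sequence checks used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

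Seed sites were 6-nt matches to the miRNA seed in the target fragment, compared with 1000 shuffles of fragments between the hybrids of a library. The start of a miRNA was compared with the most common start of the same miRNA, over 18 nt for single miRNAs and the cluster and over 8 nt for 3p-miRNAs with at least 20 reads in each genotype. A dinucleotide repeat was 6 or more units in the target fragment.

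The scripts were tested on simulated counts with known changes. Few features pass the minimum of reads, so fewer could be changed than in a larger table. Of 24 changed miRNAs (4-fold) 20 were recovered (83.3%) with 0 false calls among 91 tested, of 80 changed genes 55 (68.8%) with 2 false calls among 359, and of 24 changed pairs 13 (54.2%) with 2 false calls among 161. The set comparison gave a difference of -0.06 with no change and 1.73 where 2 was set on the log2 scale.

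The miRNAs, genes and pairs named were fixed by a rule before the data were examined. Named were miRNAs and pairs that the study discusses for passenger or guide strands; the 5 3p-miRNAs with the largest rise and the 5 with the largest fall among those with an adjusted p under 0.05 and no overlap between genotypes; the 3 5p-miRNAs with most WT hybrids; and up to 5 genes and 5 pairs with the smallest adjusted p in each direction. Comparisons and most alternatives were also chosen before the data were examined. The alternatives were other library sizes, TMM, DESeq2 1.42.0 with its own size factors, other minimum counts and other denominators. Each miRNA-target pair was also counted once per library, or only where a library had at least 2 reads of it. Classes were also taken from WT hybrids with a limit of 70%. The chromosome 12 cluster and, in turn, each library were left out, and the replicate number was used as a block. Small RNA and RNA sequencing of these cells were not analysed here.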

Results

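AGO2 CLASH (cross-linking, ligation and sequencing of hybrids) joins a miRNA held in AGO2 to the piece of mRNA it sits on, so that each hybrid read names a miRNA and its target. It was carried out in P19 cells, a mouse embryonic carcinoma line, in a wild-type (WT) line and in a line (HM) that carries a hotspot mutation in the RNase IIIb domain of 1 Dicer1 allele and a loss-of-function mutation in the other. RNase IIIb cuts the 5p arm of a miRNA hairpin and RNase IIIa cuts the 3p arm. There were 3 WT and 3 HM libraries. WT libraries 1 to 3 held 1929, 2331 and 1621 hybrid reads, and HM libraries 1 to 3 held 1661, 5341 and 2797. The 15680 reads covered 298 miRNAs and 8181 miRNA-target gene pairs, and 97.8% of the distinct sequences in a library were seen in 1 read. At this depth 3 reads, the most that a count of 0 allows, came to between 0.0562% and 0.185% of the hybrids of a library. Intervals and floors of this kind cover counting error only. HM libraries 1 and 2 did not differ beyond sampling noise in their miRNA counts (Monte Carlo chi-square p = 0.962), but they shared whole sequences for only 5.02% of those in HM library 1, and they were kept as separate libraries. Among the 5 other pairs of libraries of 1 genotype, WT libraries 2 and 3 (Monte Carlo chi-square p = 2e-05), WT libraries 1 and 3 (p = 0.00199) and HM libraries 2 and 3 (p = 0.0232) did differ beyond sampling noise.

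The first comparison asked how far 5p-miRNA hybrids were lost in HM cells, which also checks the labels of the libraries. In WT cells 54.0% ± 2.24 (SD, n = 3) of the hybrids whose miRNA name carries an arm came from 5p-miRNAs. In HM cells the share was 3.91% ± 0.292 (SD, n = 3). The share fell by 50.05 percentage points, against a pooled SD of 1.60, and every HM library lay below every WT library. The two-sided exact permutation test gave p = 0.1, the smallest value that 3 against 3 libraries allow. Leaving out miR-466i-5p, which moved this difference most among the alternatives tried, gave a difference of -51.3 points. Of the 371 5p reads in HM libraries, 46.6% were from miR-466i-5p and 28.6% from miR-20b-5p. Among the fragments joined to miR-466i-5p, 86.0% held a dinucleotide repeat, compared with 0.239% for all other miRNAs.

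The second comparison asked whether passenger 3p-miRNAs, the strands that the study classed as minor in WT cells by small RNA sequencing, took a larger part of the 3p hybrids in HM cells. Passenger 3p-miRNAs made up 7.05% ± 0.815 (SD, n = 3) of the 3p hybrids in WT cells and 15.6% ± 0.953 (SD, n = 3) in HM cells. The difference of 8.54 percentage points was larger than the pooled SD of 0.887, with no overlap between the libraries of the genotypes (two-sided exact permutation p = 0.1, the smallest possible). The list of classes used was incomplete, and the alternative that moved the difference most was to count every 3p-miRNA without a class as a passenger, chosen after seeing the data, under which it was 2.93 points. With classes taken from WT hybrids, the difference was 7.96 points. Guide 3p-miRNAs fell from 76.3% ± 1.26 to 73.3% ± 0.462 (SD, n = 3 each) of the 3p hybrids. The 3p-miRNAs without a class in the list used fell from 16.7% ± 0.966 to 11.1% ± 0.532 (SD, n = 3 each). Both of these differences reached the exact permutation p of 0.1 as well. Most reads without a class, 961 of 1473, were from miR-302a-3p, which is named after its count was seen. With classes taken from WT hybrids, miR-302a-3p was a guide.

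The number of different genes bound by passenger 3p-miRNAs was also compared. With each library drawn down to 1621 hybrids, WT libraries gave 47.4 ± 2.69 target genes (SD, n = 3) and HM libraries 202.7 ± 14.9 (SD, n = 3), a difference of 155.3 (two-sided exact permutation p = 0.1). At equal depth the loss of 5p hybrids leaves more room for 3p hybrids. When 701 hybrids were drawn from the 3p hybrids alone, the numbers were 45.1 ± 3.72 and 99.8 ± 6.80 (SD, n = 3 each). This difference of 54.8 genes was still larger than the pooled SD of 5.48 (two-sided exact permutation p = 0.1). Such draws still hold more passenger hybrids in HM libraries, so the number of targets is not independent of the passenger share. Whether each passenger hybrid reached more genes was not tested. Without drawing, passenger 3p hybrids covered 870 genes in HM cells and 147 in WT cells, of which 97 were seen in both.

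**Figure D1:**
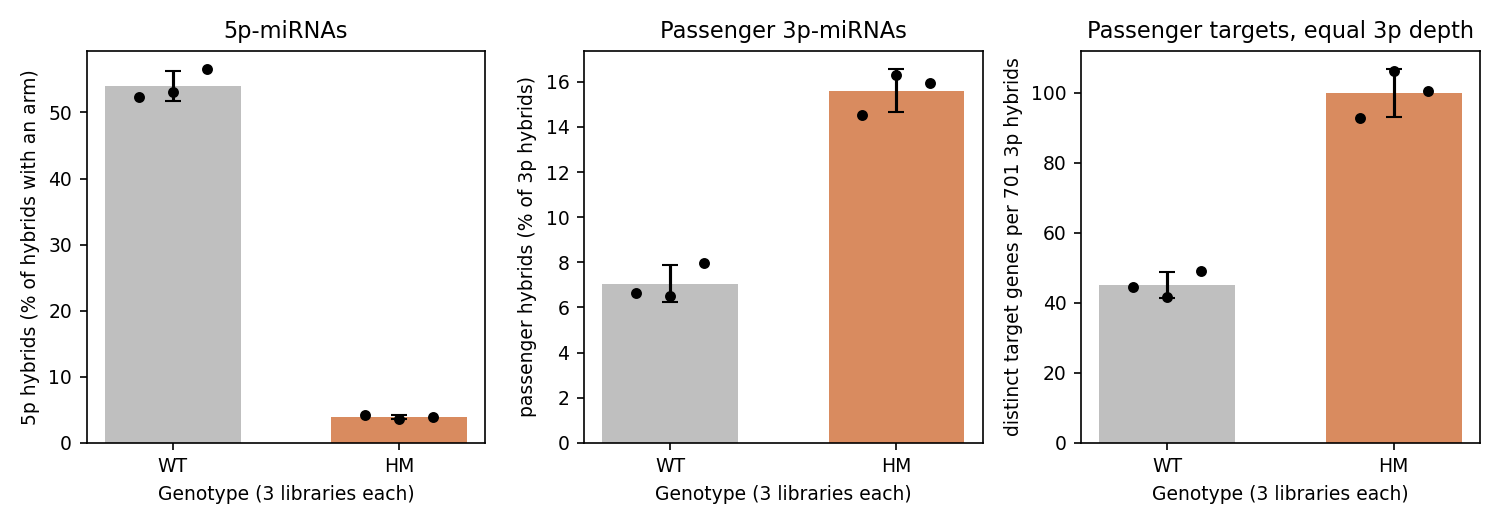
Share of 5p-miRNA hybrids (percent of hybrids with an arm in the miRNA name), share of passenger 3p-miRNA hybrids (percent of 3p hybrids), and number of distinct target genes of passenger 3p-miRNAs in 701 drawn 3p hybrids, in WT and HM cells; bars are means, error bars are SD and points are the 3 libraries of each genotype. The 5p share is near 54.0% in WT and 3.91% in HM libraries, and in the other panels every HM point lies above every WT point.

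Hybrid reads were then summed per miRNA and tested with edgeR relative to the 3p hybrid total of each library, because 5p hybrids fell together. Of 94 miRNAs with at least 10 reads, 56 differed at an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg), 15 higher and 41 lower in HM cells. WT and HM libraries did not overlap for 65 of the 94 miRNAs, where chance gives 10%. The alternative that moved this count most was a minimum of 50 reads, which left 40 miRNAs to test and 27 calls. The balance of directions rested on the scaling. The median log2 fold change of all tested miRNAs was -0.72 with 3p hybrid totals, -0.32 with TMM over 3p-miRNAs, -0.28 with TMM over all miRNAs and 0.33 with totals of all hybrids. The calls split into 19 higher and 33 lower, 21 higher and 33 lower, and 32 higher and 31 lower under those last 3 scalings, in the same order.

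Among the 34 5p-miRNAs tested, 32 were lower in HM cells, and 31 with totals of all hybrids as the scale. The exceptions, named here after their values were seen, were miR-374b-5p and miR-466i-5p. With totals of all hybrids miR-18b-5p was a further exception, and miR-466i-5p was called higher (log2 fold change 0.88, edgeR adjusted p = 0.000374). The 3 5p-miRNAs with most WT hybrids all fell. miR-93-5p had 140, 186 and 122 reads in WT libraries and 1, 2 and 0 in HM libraries, at least 138-fold lower (edgeR adjusted p = 1.68e-97). miR-20b-5p went from 177, 226 and 191 reads to 17, 55 and 34, a log2 fold change of -4.28 (SE 0.16, edgeR adjusted p = 1.34e-87). miR-106a-5p went from 125, 142 and 108 reads to 3, 6 and 4, a log2 fold change of -6.58 (SE 0.25, edgeR adjusted p = 4.71e-85). These belong to a family of near-identical miRNAs, so reads between its members depended on the assignment by the authors.

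Of the 19 passenger 3p-miRNAs tested, 11 were higher and 1 lower in HM cells, whereas of 25 guide 3p-miRNAs 4 were higher and 6 lower. Among 14 3p-miRNAs without a class, 2 were lower and 0 higher, and 0 were higher at an unadjusted p under 0.05 as well. This too followed the scale, with 2 higher and 0 lower with totals of all hybrids and 0 higher and 1 lower with either TMM scaling. For guide 3p-miRNAs the direction followed the scale. Calls were 6 higher and 0 lower with TMM over 3p-miRNAs, 7 and 0 with TMM over all miRNAs and 13 and 0 with totals of all hybrids, while for passenger 3p-miRNAs they were 13, 14 and 15 higher and 0 lower. The median log2 fold change was 3.09 for passenger and -0.34 for guide 3p-miRNAs, a difference of 3.43. The competitive gene set test camera, with limma's fixed correlation, gave p = 7.62e-05. The rotation test fry, which estimates the correlation from the data, gave p = 0.00251. The medians leaned on fitted values of miRNAs that stayed at or under 3 reads in every library of a genotype, 11 passenger and 7 guide 3p-miRNAs. With these set to the smallest change their reads allow, both medians and their difference were 0. The direction of the class difference rests on the calls given above, and its size was not measurable at this depth. The alternative that moved the difference most was to count the 3p-miRNAs without a class as passengers, chosen after seeing the data, where it was 0.90. The competitive gene set test camera then gave p = 0.0499 with limma's fixed correlation, and the rotation test fry, with the correlation estimated from the data, gave p = 0.00465.

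The passenger 3p-miRNAs that the study discusses by name were examined one at a time. miR-17-3p rose from 4, 2 and 1 reads in WT libraries to 38, 133 and 70 in HM libraries, a log2 fold change of 3.28 (SE 0.42, edgeR adjusted p = 2.14e-13). Without 1 library its log2 fold change lay between 3.03 (WT library 2 left out) and 3.89 (WT library 1 left out). miR-30a-3p rose from 1, 1 and 5 reads to 27, 96 and 50, a log2 fold change of 2.80 (SE 0.45, edgeR adjusted p = 5.17e-09). The size of this rise leaned on single libraries, from 2.29 without WT library 2 to 4.14 without WT library 3. miR-20b-3p had 1, 1 and 2 reads in WT and 34, 94 and 50 in HM libraries, at least 5.68-fold higher (edgeR adjusted p = 2.42e-11). The other strands of these hairpins went the opposite way. miR-17-5p fell from 225 reads over the WT libraries to 1 over the HM libraries, and miR-30a-5p from 41 reads to 0. The guide miR-92a-3p had 61, 58 and 32 reads in WT and 59, 230 and 110 in HM libraries, a log2 fold change of -0.40 (SE 0.17, edgeR adjusted p = 0.0355) that changed sign with the scaling. With totals of all hybrids it was called higher (0.65, edgeR adjusted p = 0.000121), and with TMM over all miRNAs it was 0.03 with no call. The call was also lost with TMM over 3p-miRNAs, DESeq2, miRNA-target pairs counted once per library and no minimum of reads. The edgeR or DESeq2 adjusted p over all alternatives ranged from 0.000121 to 0.977. Leaving out WT library 1 (log2 fold change -0.25), WT library 2 (-0.44) or HM library 1 (-0.36) lost the call too. miR-15b-3p had 1 read in WT and 8 in HM libraries, and miR-7a-1-3p 0 and 2, which was too few to test. No hybrid of miR-26a-2-3p was detected at this depth.

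The 5 3p-miRNAs with the largest fitted rise were all without a read in WT libraries. Of these miR-106a-3p, with 5, 29 and 11 HM reads, was at least 1.26-fold higher (edgeR adjusted p = 1.72e-05). miR-20a-3p, miR-18a-3p, miR-93-3p and miR-30c-1-3p had 24, 19, 17 and 15 reads over the 3 HM libraries. Their edgeR adjusted p ranged from 0.00204 for miR-20a-3p to 0.0248 for miR-30c-1-3p, all 3 HM libraries lay above the WT libraries, and no fold could be bounded. Without WT library 2 the calls of miR-18a-3p, miR-93-3p and miR-30c-1-3p were lost, and without WT library 3 that of miR-30c-1-3p. All 3 calls were lost with DESeq2, and that of miR-30c-1-3p also with no minimum of reads. Among 3p-miRNAs called lower with no overlap between genotypes, the largest falls were those of miR-92b-3p (log2 fold change -1.83), miR-301b-3p (-1.49), miR-130b-3p (-1.17), miR-302c-3p (-0.85) and miR-130a-3p (-0.78). All 5 were lower in every HM library than in every WT library per 3p hybrid, with edgeR adjusted p from 0.000251 for miR-92b-3p to 0.0275 for miR-302c-3p. With totals of all hybrids as the scale, miR-302c-3p and miR-130a-3p changed sign, to 0.20 and 0.27, and none of the 5 kept its call. Only miR-92b-3p kept it with either TMM scaling or DESeq2. With each miRNA-target pair counted once per library the calls of miR-130b-3p and miR-302c-3p were lost. The call of miR-130b-3p was lost without WT library 1 (log2 fold change -1.08) and that of miR-301b-3p without WT library 2 (-1.24). That of miR-302c-3p was lost without any 1 of WT libraries 1 and 2 and HM libraries 1 and 2, where its log2 fold change lay between -0.89 and -0.71.

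**Figure D2:**
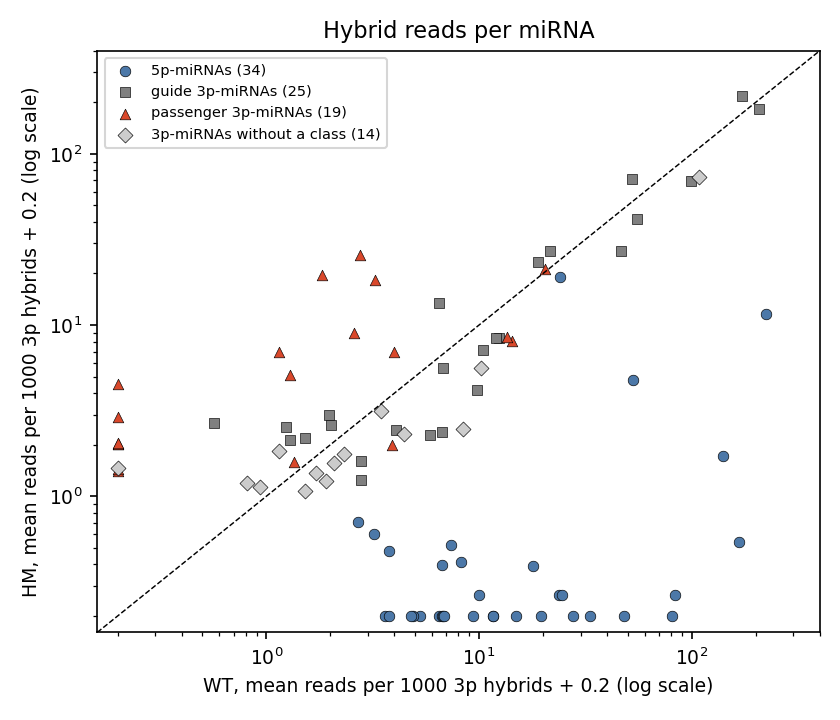
Mean hybrid reads per 1000 3p hybrids in WT (x axis) and HM cells (y axis), both on log scales after adding 0.2, for 34 5p-miRNAs, 25 guide, 19 passenger and 14 unclassed 3p-miRNAs with at least 10 reads; each point is 1 miRNA (mean of 3 libraries per genotype) and the dashed line marks equal values. Scaled to 3p hybrids, 5p-miRNAs lie below the line, 16 of 19 passenger 3p-miRNAs have a fitted rise, and guide 3p-miRNAs lie on both sides, whereas with totals of all hybrids 13 guide 3p-miRNAs were called higher and 0 lower.

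Which target genes gained or lost AGO2 hybrids, whatever the miRNA, was tested on reads summed per gene with the total of all hybrids as library size. Of 344 genes with at least 10 reads, 57 differed at an adjusted p under 0.05 (edgeR, Benjamini-Hochberg), 20 higher and 37 lower in HM cells. The libraries of the genotypes did not overlap for 106 of the 344 genes, where chance gives 10%. The alternative that moved the count most was a minimum of 30 reads, with 66 genes tested and 17 calls. The direction depended on the scale here as well. With 3p hybrid totals the median log2 fold change moved from 0.27 to -0.75 and the calls were 1 higher and 68 lower. Single libraries weighed on the count, which was 25 without WT library 2, 27 without WT library 1 and 32 without HM library 2.

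Laptm4a fell from 34, 45 and 36 reads in WT libraries to 0, 1 and 0 in HM libraries, at least 17.2-fold (edgeR adjusted p = 2.74e-28). Fjx1 fell from 35, 45 and 21 reads to 1, 4 and 2, a log2 fold change of -4.49 (SE 0.45, edgeR adjusted p = 5.33e-20). Epha4 had a log2 fold change of -3.52 (SE 0.56), and Xiap and Setd2 were at least 4.60-fold and at least 2.70-fold lower. Among genes that rose, Rabggtb went from 37, 32 and 15 reads to 45, 167 and 84, a log2 fold change of 1.06 (SE 0.26, edgeR adjusted p = 0.00128). With 3p hybrid totals its log2 fold change was 0.01. Gigyf1, Plekhm1, Klhl11 and Fmr1 were at least 2.70-fold, 2.11-fold, 1.78-fold and 1.17-fold higher, with edgeR adjusted p from 0.00347 for Fmr1 to 0.00747 for Gigyf1 and every HM library above every WT library. Of these 5 genes only Fmr1 kept its call with 3p hybrid totals. The calls of Gigyf1, Plekhm1 and Klhl11 were also lost with DESeq2 and that of Rabggtb with no minimum of reads. Without WT library 2 the edgeR adjusted p was 0.145 for Rabggtb (range over all alternatives 2.77e-05 to 0.973) and 0.0678 for Plekhm1 (0.000848 to 0.101). It was 0.0568 for Gigyf1 without WT library 1 (0.00510 to 0.170) and 0.0947 for Klhl11 without HM library 2 (0.00240 to 0.101).

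At the level of miRNA-target pairs, 140 pairs had at least 10 reads and 22 differed (edgeR adjusted p under 0.05, scaled to 3p hybrids), 3 higher and 19 lower in HM cells. Libraries did not overlap for 33 of the 140 pairs, where chance gives 10%. A minimum of 30 reads moved the count most, to 3 calls among 24 pairs. The count was 9 without WT library 1 and 8 without WT library 2. TMM moved the median log2 fold change from -0.17 to 0.44 and gave 5 higher and 14 lower pairs. All 15 tested pairs of 5p-miRNAs were called lower. miR-291a-5p with Laptm4a had 19, 30 and 31 reads in WT libraries and none in HM libraries, at least 25.7-fold lower (edgeR adjusted p = 3.21e-29). Pairs of Fjx1 with miR-20b-5p and miR-93-5p were at least 11.5-fold and at least 11.2-fold lower, miR-106a-5p with Peg10 at least 7.42-fold and miR-290a-5p with Rcc2 at least 5.48-fold. The 3 pairs that rose were miR-92a-3p with Camk2n1, miR-19b-3p with Gigyf1 and miR-367-3p with Klhl11. They had 0, 0 and 1 reads over the WT libraries and 22, 18 and 29 over the HM libraries, which bounded no fold. The call of miR-92a-3p with Camk2n1 was lost without WT library 1 or 2, that of miR-19b-3p with Gigyf1 without any 1 library other than HM library 2, and that of miR-367-3p with Klhl11 without any 1 of the 6 libraries. With no minimum of reads all 3 calls were lost, with DESeq2 those with Gigyf1 and Klhl11, and with at least 30 reads that with Klhl11. Passenger 3p-miRNAs supplied 7 of the tested pairs and 0 of those called higher, with 2 higher at an unadjusted p under 0.05. The pairs that the study followed with reporters had few reads. miR-17-3p with Vim had 0 reads in WT and 2 in HM libraries, miR-30a-3p with Ptpn21 likewise 0 and 2, and miR-30a-3p with Gid4 1 and 1, all 3 pairs too few to test.

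The last comparison concerned the imprinted miRNA cluster on chromosome 12, which the study set aside as silenced in the HM line and which would change the denominators. All 59 hairpins listed for it lay on chromosome 12 in the reference table. miRNAs of the cluster gave 1.85% ± 0.115 (SD, n = 3) of all hybrids in WT and 1.76% ± 0.0914 (SD, n = 3) in HM cells. The difference of -0.093 points was smaller than the pooled SD of 0.104 (two-sided exact permutation p = 0.3). Counting each miRNA-target pair once per library moved it most, to 0.157 points, with a change of sign. Among 3p hybrids alone, 3p-miRNAs of the cluster fell from 2.73% ± 0.234 to 1.83% ± 0.101 (SD, n = 3 each; two-sided exact permutation p = 0.1). The most frequent in HM libraries were miR-300-3p with 30 reads, miR-376b-3p with 20 and miR-543-3p with 18, named after their counts were seen.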

Values the study reported

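From small RNA sequencing, the study reported that the levels of miR-17-3p, miR-20b-3p, miR-7a-1-3p and miR-15b-3p were 4–10-fold higher in HM cells. It put the part of all miRNAs that HM cells had lost at approximately 50%. Combining CLASH with RNA sequencing, it counted 152 targets of passenger 3p-miRNAs whose transcripts were downregulated.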

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

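The tests of other splits were chosen before their results were seen. The 5p share difference stayed between -51.3 and -49.7 points in every alternative other than leaving out a library, with no change beyond the replicate spread, and it ranged from -50.9 to -48.8 points across the 6 fits that each left out 1 library. Leaving out fragments with dinucleotide repeats or miR-466i-5p was chosen after seeing the data. The passenger share difference of 8.54 points moved to 11.1 points when each miRNA-target pair was counted once per library. It was 5.55 points for pairs with at least 2 reads in a library and 11.7 points with all hybrids as denominator. All of these moves went beyond its replicate spread. It was 2.93 points with every 3p-miRNA without a class counted as a passenger, a choice made after seeing the data because the list of classes was incomplete; most of their reads, 961 of 1473, were from miR-302a-3p. It ranged from 8.18 to 9.08 points without 1 library. The cluster share difference of -0.093 points became 0.157 points with each miRNA-target pair counted once per library. It became -0.218 points for pairs with at least 2 reads in a library. Without 1 library it ranged from -0.159 to -0.058 points. The exact permutation p cannot go below 0.1, so no share could pass a threshold. The difference in distinct passenger targets, 155.3, was 309.7 without drawing, 54.8 within 3p hybrids, 128.2 with classes from WT hybrids and 185.6 with 3p-miRNAs without a class counted as passengers. Without drawing, the deeper HM libraries count more targets by construction, drawing within 3p hybrids removes the effect of lost 5p hybrids, and counting more 3p-miRNAs as passengers adds their targets; for the other changes the cause was not tested.

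Of the counts of calls, 56 miRNAs became 27 (9 higher, 18 lower) with at least 50 reads, where only 40 were tested, and 32 instead of 15 were higher with totals of all hybrids, which shifts all fold changes upward by construction. Counts without 1 library ranged from 40 to 61 miRNAs (10 to 16 higher, 30 to 45 lower). The 57 genes became 17 (9 higher, 8 lower) with at least 30 reads, 24 (3 higher, 21 lower) with DESeq2 and 23 (4 higher, 19 lower) with no minimum, and 3p hybrid totals gave 1 higher and 68 lower. Without 1 library they ranged from 25 to 46 genes (5 to 16 higher, 18 to 31 lower), and the counts were 25 without WT library 2, 27 without WT library 1 and 32 without HM library 2. The 22 pairs became 3 (0 higher, 3 lower) with at least 30 reads, where only 24 were tested, and 14 with DESeq2 (1 higher). With no minimum of reads 0 were higher and 31 lower, of which 14 were among the 22, and 5 were higher with TMM. Without 1 library they ranged from 8 to 17 pairs (0 to 3 higher, 8 to 15 lower), with 9 pairs without WT library 1 and 8 without WT library 2. At an unadjusted p under 0.05, 1 pair was higher with at least 30 reads, 11 with no minimum, and 3 without either of WT libraries 1 and 2. Fewer features were tested with stricter minimums and fewer samples were used without 1 library; for DESeq2, TMM and no minimum the cause was not tested.

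The difference between passenger and guide medians, 3.43, lay between 0.90 and 4.24 in 9 alternatives other than leaving out a library (camera p from 2.40e-06 to 0.0499), lowest with 3p-miRNAs without a class counted as passengers, and between 2.65 and 4.60 without 1 library (camera p from 8.86e-05 to 0.000403), each on fitted values that include miRNAs at the floor. Among 35 named miRNAs, genes and pairs, 19 kept direction and call in every alternative run. Of 462 values, 77 lost the call with the same direction and 4 changed sign. Those 4 were miR-92a-3p at 0.65, miR-302c-3p at 0.20 and miR-130a-3p at 0.27 with totals of all hybrids, and miR-92a-3p at 0.0321 with TMM over all miRNAs; the shift of all fold changes under these scalings accounts for them by construction.

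Replicate numbers are shared between the genotypes, but same-numbered libraries did not deviate together. Over 40 miRNAs the correlations of their deviations from the genotype means were 0.0293, -0.0912 and -0.0273. No pairing was seen, but at this depth counting noise may hide one. With the replicate block the count of miRNAs was 49 (10 higher, 39 lower), that of genes 34 (12 higher, 22 lower) and that of pairs 13 (0 higher, 13 lower; 3 were higher at an unadjusted p under 0.05), the difference between passenger and guide medians was 3.42, the calls of miR-92a-3p, miR-18a-3p, miR-93-3p, miR-30c-1-3p, miR-302c-3p and the 3 pairs that rose were not made, and the mean paired differences of the shares and targets equal the differences of means.

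Of the 10 splits of the 6 libraries into 3 and 3, 1, the real one, gave as many miRNAs, 1 as many genes, 1 as many pairs, and 1 as large a difference between passenger and guide medians, the largest in another split being 1.01. With 10 splits a share under 0.1 is not possible. The depth limits the pairs most, since few reach 10 reads in total, and folds for miRNAs and genes without WT reads are lower bounds or could not be given.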

Other observations

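The tests of carry-over, of repeats, of the start of miR-20b-5p and of index hopping for miR-20b-5p alone, of the make-up of the cluster, of the cluster in the denominator and both tests on miR-19b-3p were chosen after the result they bear on was seen. The miRNAs singled out below were likewise chosen after their values were seen, except those named by the rule.

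A small part of 5p hybrids remained in HM libraries, and it was unevenly spread over miRNAs. Relative to 3p hybrids, miR-20a-5p kept 7.64% of its WT level and miR-20b-5p 5.16%, while miR-106a-5p kept 1.00%. For miR-93-5p, with only 3 HM reads, the level was not measurable and is bounded as at least 138-fold lower. Carry-over of WT reads would leave each 5p-miRNA at about the same part of its WT level. Over 12 5p-miRNAs with at least 50 WT reads, miR-466i-5p left out, HM reads were not proportional to WT reads (Monte Carlo chi-square p = 1e-05, the smallest the draws can give), which argues against carry-over as the whole source. Index hopping of WT molecules as the whole source is argued against by the same value. Whole HM 5p sequences were also found in WT libraries about as often as 3p sequences, for 11 of 341 (3.23%) against 2.60% (one-sided Fisher exact p = 0.283). For miR-20b-5p alone it was 6 of 105 (5.71%; one-sided Fisher exact p = 0.0586), which leans toward hopping without passing 0.05, so that a small part from hopping stays open for this miRNA. The miRNA parts assigned to miR-20b-5p had the most common WT start in 99.4% of HM reads and 98.2% of WT reads. The authors had assigned these reads by sequence, so the match cannot decide whether some came from another miRNA. The fragments held its seed site in 81.1% of HM reads. miR-466i-5p is different. It gave 46.6% of the HM 5p reads, 86.0% of its hybrids held a dinucleotide repeat against 0.239% of the hybrids of other miRNAs, and only 6.36% of its HM fragments held its seed site. A candidate explanation for this part of the residual signal is that low-complexity sequence was assigned to miR-466i-5p. For miR-20b-5p and miR-20a-5p, a hairpin that HM Dicer still cuts on the 5p side may be the reason, as a hypothesis that no test here addressed, and misassignment among near-identical family members in both genotypes alike stays open.

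Hybrids of the chromosome 12 cluster were present in HM libraries, with 172 reads against 108 in WT libraries, although the study describes the cluster as not expressed in the HM line. If WT reads were carried over to the degree seen for the 6 5p-miRNAs that kept least, 0.138 cluster reads would be seen in HM libraries. Of the 172 HM cluster sequences 0 were found whole in a WT library, against 2.65% of other 3p sequences (one-sided Fisher exact p = 1.00), which argues against index hopping. For the 5 cluster miRNAs with enough WT reads, 85.1% of HM and 75.6% of WT reads had the most common WT start (18 nt). This difference lay within the pooled SD of 12.1. The authors had named these miRNAs by sequence, so the match cannot decide whether some reads came from another miRNA. The seed site was present in 55.0% of HM cluster hybrids, and in at most 4.03% after shuffling fragments, which argues against random ligation. The filter on predicted targets favours such sites in the real pairs, so the shuffle is not a fully fair comparison. The make-up of the cluster differed between the genotypes. Over its 31 3p-miRNAs the reads were split between WT and HM more unevenly than permuted reads (permutation test of chi-square, p = 0.0021), which argues against sampling of reads from 1 common make-up. Between libraries of a genotype the same test gave a permutation p of 0.0737 for WT and 0.337 for HM. In 5 of the 31, namely miR-127-3p, miR-433-3p, miR-434-3p, miR-665-3p and miR-667-3p, there were at least 2 WT reads and no HM read, 14 WT reads in all. In 5 others there were at least 2 HM reads and no WT read, 21 HM reads in all. The test treats reads as independent, so variation between libraries stays open as a reason, as does a difference between the lines. Whether part of the cluster was active in the cells used for CLASH may be asked of the small RNA data, which were not analysed here, and stays a hypothesis.

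The higher share of passenger 3p-miRNAs in HM cells was examined for artifacts in the same way. The difference was 8.63 points without the cluster, against 8.54 points with all hybrids. No cluster 3p read has a class, so the cluster enters the denominator alone. It made up 2.73% of the 3p hybrids in WT and 1.83% in HM cells, so leaving it out could hardly move the share. So small a part argues against the cluster as the whole source of the difference. Without fragments holding a dinucleotide repeat the difference was 8.58 points. That test could hardly move the share, since 197 reads with a repeat were of miR-466i-5p, which is outside it. Only 37 were of all other miRNAs. HM passenger hybrids held the seed site of their own miRNA in 52.6% of reads, above the 8.88% reached by the highest of 1000 shuffles. With the same limit on the shuffle as above, random ligation as the source of these hybrids is argued against. A biological reason, namely the Dicer1 genotype, stays open as untested beyond the comparison of 1 WT with 1 HM line, since clonal differences between the lines cannot be separated from the mutation here.

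The 5′ ends of 3p-miRNAs were examined because RNase IIIa, which cuts the 3p arm, is intact in HM Dicer. Over 18 3p-miRNAs, the mean share of reads with the most common 8-nt start was 92.3% in WT and 89.4% in HM libraries, a difference of -2.92 points against a pooled SD of 1.01. The share was lower in HM libraries for 9 of the 18 miRNAs, higher for 8 and equal for 1. After Benjamini-Hochberg adjustment 3 miRNAs differed by Fisher's exact test on pooled reads, with miR-19b-3p and miR-291a-3p lower and miR-302b-3p higher, so whether the cut of RNase IIIa shifted in general cannot be told apart from changes at single miRNAs. For miR-291a-3p and miR-302b-3p, reads of paralogs that share sequence leave the assignment open.

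The start of miR-19b-3p was examined further. On pooled reads its share of the most common start changed by -17.4 points. That of miR-291a-3p, whose assignment is open, changed by more, -31.7 points. The most common start of miR-19b-3p made up 88.6% ± 5.38 (SD, n = 3) of its reads in WT and 71.6% ± 3.58 (SD, n = 3) in HM libraries. The start 1 nt earlier rose from 4.93% (7 of 142 reads) to 22.7% (151 of 666 reads). No single library decided this, as the highest HM library, at 74.8%, lay below the lowest WT library, at 82.4%. Of the early HM reads, 100% went on with the sequence of miR-19b-3p over 17 nt. The authors had assigned these reads to miR-19b-3p by sequence, so the match cannot decide whether some came from another miRNA. An altered cut by HM Dicer may lengthen this 3p-miRNA by 1 nt, which would shift its seed. Another candidate explanation is a change in the balance of its 2 hairpins, on chromosomes 14 and X, which hybrids cannot tell apart by the mature sequence and which was not tested. As the pattern was found and tested on the same reads, it is a hypothesis.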
